A study of Mus musculus with 4 samples. Its data were reported in "Premature Activation of Immune Transcription Programs in Autoimmune-Predisposed Mouse Embryonic Stem Cells and Blastocysts" (2020).

How the data were processed

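ChIP-Seq of the active histone marks H3K4me3 (histone H3 trimethylated at lysine 4, a mark of promoters) and H3K27ac (histone H3 acetylated at lysine 27, a mark of enhancers and active promoters) was carried out on embryonic stem (ES) cells derived from C57BL/6 (B6) and non-obese diabetic (NOD) mice and grown in 2i medium. Each combination of the 2 strains and 2 marks was represented by 1 library, so there were 4 samples and no replicates. Per the labels, libraries were sequenced as single-end 50 bp reads at 25000000 to 30000000 reads each.

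According to the methods of the study, reads were mapped to the mouse genome mm10 with bowtie2 (version not given in the sources used here) and analysed with HOMER v4.8 at default settings. The files show that regions were called in each strain with the library of the other strain as the background, so that each deposited list is itself a comparison of 2 libraries and is called strain-enriched here. The H3K27ac lists also hold a few regions with scores below 0, which were kept. No list of all regions of a strain and no input library was analysed here. Most regions marked to a similar degree in both strains are therefore expected to be absent, which could not be checked.

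For H3K4me3, the authors used the histone style of the HOMER peak finder, per the file headers, with a peak size of 500 bp, a tag threshold of 8, and a requirement of 4-fold more tags and a Poisson p-value of 1.00e-04 over the other strain. The p-value in each deposited H3K4me3 row compares the tags of 2 libraries in that region, and the p-value of no single region is quoted here. The deposited fold is the ratio of tags in both strains after scaling to the smaller library. The deposited normalised signal is the tag number per 10000000 tags of the library. The deposited count of tags per region is a whole number in the B6 list and is scaled to the B6 library size in the NOD list, from which whole NOD tags were recovered with the library totals. Regions without tags in the other strain are given a small positive value by the authors and were treated here as 0. The H3K4me3 score of the authors is a whole number that starts at the tag threshold.

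For H3K27ac, the authors used the HOMER super enhancer pipeline followed by annotation with mm10 genes, per the file headers. The deposited score of an H3K27ac region is the signal of its own strain minus that of the other strain, on a scale that the files do not state. The next column was compared with the slope of the ranked score curve. Its rank correlation with the slope computed from the scores was 0.828 over 5411 regions of the B6 list. It was 0.860 over 6002 regions of the NOD list, in both cases across regions that are not independent. The column thus follows that slope only in part. Its values are called slope values here, and regions with a value of at least 1 were marked as super enhancers. In the 5 highest-scoring regions of each list it holds the region size instead, and these were counted as super enhancers. The H3K27ac lists hold no tag counts, folds or p-values, and the depth of the H3K27ac libraries is unknown.

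The header totals were 14791364 tags for the B6 H3K4me3 library and 22750449 tags for the NOD H3K4me3 library, a ratio of 1.54. Both lie below the read number in the labels. Of these, 194798 tags of B6 and 604760 tags of NOD lay in the listed regions, and the headers put the share of tags in enriched regions at 1.32% for B6 and 2.66% for NOD. A deeper library can reach the tag threshold in more places, so the number of regions in a list can depend on depth as well as on the strain.

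Lists were compared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. An overlap of at least 1 bp counted as shared. Overlap shares were set beside the share over the other strain's list. For H3K4me3 regions over H3K27ac regions in the main setting, and for subsets of them by tags and score, 1000 circular shifts of the regions within their chromosomes were also made; the alternatives and the shares of H3K27ac regions over H3K4me3 regions had no shifts. The 3 mitochondrial regions were left out of overlaps. Genes, transcription start sites (TSSs) and sequence were taken from the GRCm38.p6 RefSeq annotation, which is the same build as mm10; all listed regions end within its chromosome lengths. For the share at a TSS, the distance in the file was used for H3K27ac and the RefSeq distance from the region centre for H3K4me3. CpG content was the observed over expected CpG ratio from 500 bp upstream to 500 bp downstream of each protein-coding TSS, and its median was set beside 10000 random promoter lists of the same size (1000 for alternatives). The share at a TSS was set beside 100 random shifts. The H2 interval ran from H2-K1 to H2-D1 and was set beside 10000 random windows of the same length with at least as many genes. Overlap, interval and sequence functions were tested on simulated data; with 12077 simulated regions for the overlap of NOD H3K4me3 with NOD H3K27ac, 100% of 2000 planted overlaps were recovered, and the unplanted share was 0.505% against a mean of 0.515% in random shifts.

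With 1 library per strain and mark, no test across samples was possible, and positions in random draws are given as a description of these libraries. Shares carry Wilson 95% intervals, folds carry exact 95% intervals from both tag counts, and densities per Mb carry exact Poisson intervals. All of these cover counting error only. Where the other strain had no tags, the fold was computed against a floor of 3 tags.

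The genes named were set by a rule fixed before the data were examined. It comprised 17 genes named in the study for its chromatin and expression comparisons, each by regions in its body or within 5 kb of its TSS; the 3 regions with the highest score of each list; and, per strain, the 5 genes with the most tags in an H3K4me3 region within 5 kb of the TSS among genes that also had an H3K27ac region of that strain within 5 kb of the TSS or in the body. The alternatives tried were an 8-fold threshold, covered length, merging of neighbouring regions within 12.5 kb, autosomes only, removal of regions without tags in the other strain, a minimum of 50 tags after scaling to the B6 library size, super enhancers only, other overlap criteria, equal list lengths, and other windows for TSSs, promoters, genes and the H2 interval. Further alternatives were chosen after seeing the data and are named as such in the closing section.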

Results

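To compare active chromatin between diabetes-prone NOD and B6 ES cells, regions enriched for H3K4me3 or H3K27ac in each strain over the other were examined. There were 4 lists, from 1 library per strain and mark, without replicates. The H3K4me3 libraries held 14791364 tags in B6 and 22750449 tags in NOD. The depth of the H3K27ac libraries is unknown. All positions are in mm10, and scores, folds and normalised tags per region are those of the authors unless an interval is given.

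The first question was how many regions differed in each direction. For H3K4me3, 12077 regions were enriched in NOD and 7587 in B6, a NOD to B6 ratio of 1.59 (95% interval 1.55 to 1.64). These regions covered 7.55 Mb in NOD and 4.19 Mb in B6. The median width was 500 bp in both lists, the size of a single peak call, and 72.8% (95% interval 72.0 to 73.6) of NOD regions and 83.4% (82.5 to 84.2) of B6 regions had exactly this width. A median region held 30 NOD tags or 20 B6 tags, and 2 tags in the other strain in either case. Normalised to library size, the medians were close, at 13.2 in NOD and 13.5 in B6. Normalised tags summed over regions came to 265771 in NOD and 131652 in B6, or 35.2 and 31.4 per kb of covered length. No tags of the other strain were found in 4210 NOD regions (34.9%, 34.0 to 35.7) and in 2864 B6 regions (37.7%, 36.7 to 38.8). The ratio moved most when only regions with 50 or more tags were counted. There were 1437 such regions in NOD and 445 in B6, a ratio of 3.23, with tags scaled to the B6 library size. The ratio of 1.59 for all regions is not corrected for depth, and the NOD library was deeper by a factor of 1.54.

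For H3K27ac, 6126 regions were enriched in NOD and 5525 in B6, a ratio of 1.11 (1.07 to 1.15). They covered 8.75 Mb in NOD and 7.58 Mb in B6, with median widths of 293 and 262 bp. Scores above 0 summed to 213966 in NOD and 141941 in B6, or 24.83 and 18.95 per kb of the regions with such scores. Both lists contained mostly low-scoring regions. Super enhancers, marked by a deposited slope value of at least 1, numbered 500 in NOD (8.16%) and 390 in B6 (7.06%). These carried 47.8% and 36.2% of the summed score.

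Whether both active marks rose at the same places was examined by overlap. Of 12077 NOD-enriched H3K4me3 regions, 702 overlapped a NOD-enriched H3K27ac region (5.81%, 5.41 to 6.24), and 107 overlapped a B6-enriched one (0.886%, 0.734 to 1.07). Of 7584 B6-enriched H3K4me3 regions, 275 overlapped a B6-enriched H3K27ac region (3.63%, 3.23 to 4.07), and 44 overlapped a NOD-enriched one (0.580%, 0.432 to 0.778). Both same-strain shares lay above all 1000 random shifts, which reached at most 0.803% for NOD and 0.725% for B6. Most strain-enriched H3K4me3 regions thus had no strain-enriched H3K27ac region at the same place. The same-strain share moved most under a minimum of 50 H3K4me3 tags, chosen after seeing the data, to 18.2% in NOD and 21.7% in B6. In the other direction, 9.84% (9.12 to 10.6) of the 6126 NOD-enriched and 4.65% (4.13 to 5.24) of the 5525 B6-enriched H3K27ac regions overlapped an H3K4me3 region enriched in the same strain, and 0.702% and 1.92% one enriched in the other strain. Among super enhancers, the same-strain share was 40.8% (36.6 to 45.2) of the 500 NOD super enhancers and 21.3% (17.5 to 25.6) of the 390 B6 super enhancers, and the other-strain share 1.80% and 3.33%.

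**Figure D1:**
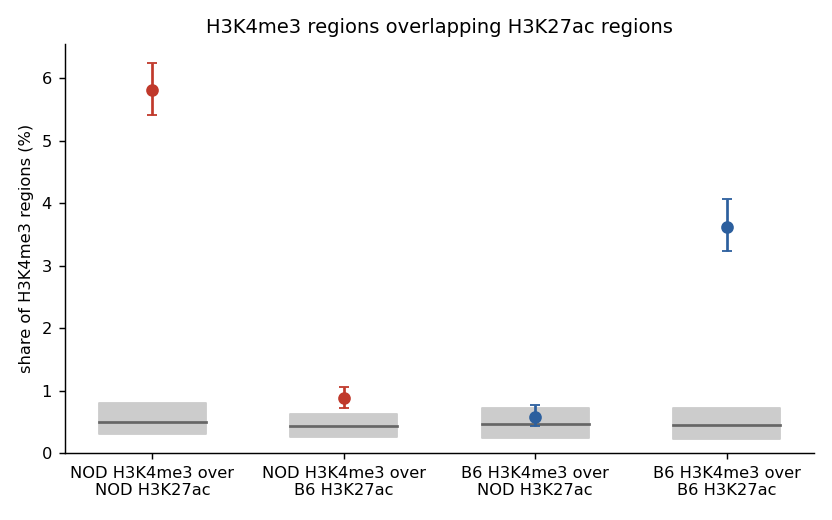
Share of strain-enriched H3K4me3 regions (%) that overlap strain-enriched H3K27ac regions, for the 4 pairings of strains; points are observed shares with Wilson 95% intervals, grey bands are the range of 1000 random shifts and grey lines their mean. The same-strain shares of 5.81% in NOD and 3.63% in B6 lie above their bands.

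H3K4me3 is described as a promoter mark and H3K27ac as an enhancer mark, and the share of regions with their centre within 1 kb of a TSS was measured. It was 10.9% (10.3 to 11.5) for NOD H3K4me3, 11.8% (11.1 to 12.6) for B6 H3K4me3, 16.6% (15.7 to 17.6) for NOD H3K27ac and 10.01% (9.25 to 10.8) for B6 H3K27ac. In 100 random shifts, means lay between 2.08% and 2.13% in the 4 lists, and no shift exceeded 2.64%. Among H3K4me3 regions the share depended on the number of tags. It was 27.6% (25.4 to 30.0) in NOD and 40.0% (35.6 to 44.6) in B6 for regions with 50 or more tags, and 8.63% (8.11 to 9.18) and 10.1% (9.42 to 10.8) for the others. With a window of 5 kb, the shares rose to 29.7% for NOD H3K4me3 and 23.6% for B6 H3K4me3.

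The study related raised marks at genes up-regulated in NOD ES cells to promoters of lower CpG content. Expression was not analysed here, and all promoters with a strain-enriched region were used. Of 24895 protein-coding promoters, 993 carried a NOD-enriched H3K4me3 region, and their median observed over expected CpG ratio was 0.640 (bootstrap 95% interval 0.623 to 0.662). The median of all promoters was 0.569, and 10000 random lists of the same size ranged from 0.489 to 0.627. The 733 promoters with a B6-enriched region had a median of 0.598 (0.575 to 0.628), higher than 92.9% of random lists. The position relative to all promoters depended on the fold threshold. At 8-fold or more, the median was 0.530 for 265 promoters in NOD and 0.534 for 245 promoters in B6, below the median of all promoters and higher than 16% and 19.4% of 1000 random lists. The lists hold only regions that differed between strains, so promoters marked in both strains were not available as a background.

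The distribution over chromosomes was examined for shifts of whole chromosomes. On the 17 autosomes other than chromosomes 6 and 8, the NOD share of H3K4me3 regions lay between 59.0% and 65.9%. On chromosome 6, it was 35.0% (32.7 to 37.4), with 557 NOD-enriched and 1034 B6-enriched regions. On chromosome 8, it was 68.1% (66.1 to 70.0), with 1481 and 693 regions, and here both lists were dense. NOD-enriched regions occurred at 11.4 per Mb on chromosome 8, against a median of 4.35 per Mb on the 17 autosomes and a maximum of 5.59. B6-enriched regions occurred at 6.91 per Mb on chromosome 6 and 5.36 per Mb on chromosome 8, against a median of 2.59 and a maximum of 3.40. For H3K27ac, the NOD share was 35.1% (31.8 to 38.5) on chromosome 6 and 63.6% (59.9 to 67.1) on chromosome 8, outside the range of 44.6% to 56.8% on the 17 autosomes. The lower end of this range was chromosome 11, where B6-enriched H3K27ac regions reached 3.68 per Mb, more than the 3.30 per Mb on chromosome 6. B6-enriched H3K27ac regions were not dense on chromosome 8, at 1.91 per Mb. On the X chromosome, the NOD share was 79.0% (73.7 to 83.5) for H3K4me3 and 69.3% (63.9 to 74.3) for H3K27ac. Y chromosome counts were 36 NOD and 9 B6 regions for H3K4me3, and 10 and 3 for H3K27ac.

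**Figure D2:**
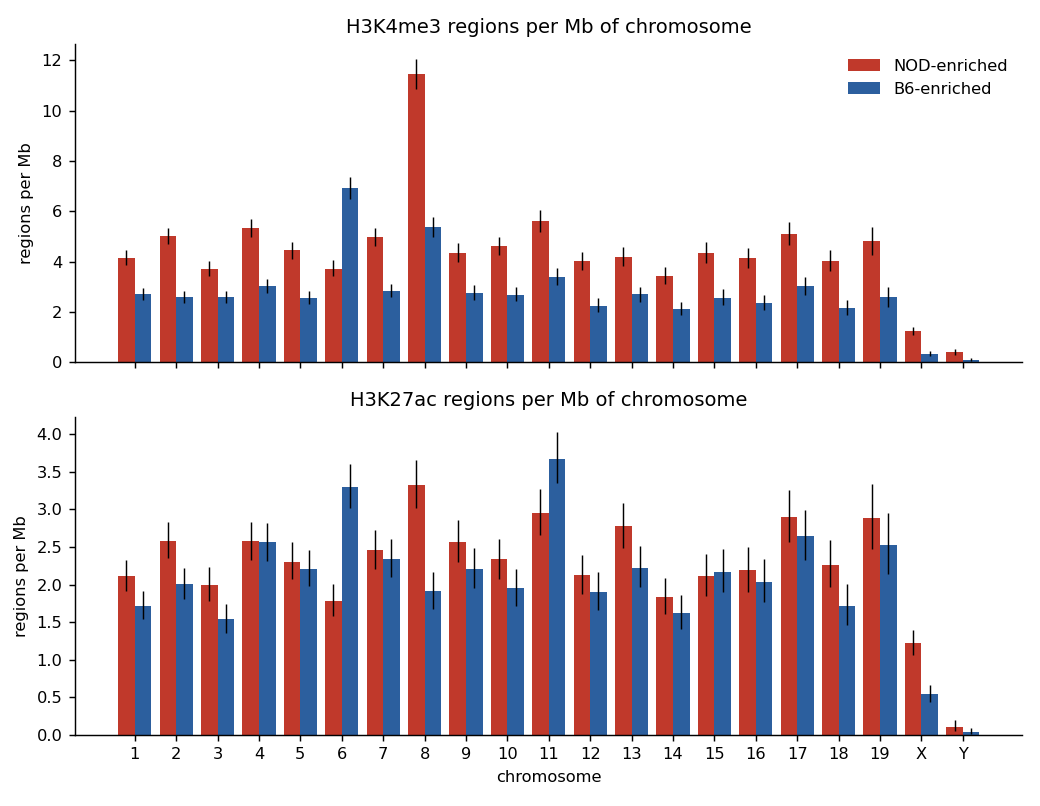
Strain-enriched regions per Mb of chromosome for H3K4me3 (top) and H3K27ac (bottom), with NOD-enriched regions in red and B6-enriched regions in blue; bars start at 0 and error lines are exact Poisson 95% intervals of the counts. For H3K4me3, B6 stands out on chromosome 6 at 6.91 per Mb and NOD on chromosome 8 at 11.4 per Mb.

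The study placed genes raised in NOD in the Idd1 region, which contains the major histocompatibility complex. The H2 interval on chromosome 17 (33996012 to 35267497, 1.27 Mb, 100 RefSeq genes) held 9 NOD-enriched and 7 B6-enriched H3K4me3 regions, and 6 NOD-enriched and 7 B6-enriched H3K27ac regions. The planned comparison with windows of at least 100 genes placed the interval at the bottom for both H3K4me3 lists and the NOD-enriched H3K27ac list. No window held fewer regions of these lists. For B6-enriched H3K27ac, the 7 regions of the interval equalled the highest window, and 2.08% of windows held fewer. The median window held 26 and 12 H3K4me3 regions and 9 and 7 H3K27ac regions of NOD and B6. However, all 10000 windows fell in 1 stretch of 1 chromosome, so this is a comparison with a single place. Against windows with at least 50 genes, a limit chosen after seeing this result, all 4 counts lay between the 5th and 95th percentile. The median window held 13 and 8 H3K4me3 regions and 6 and 6 H3K27ac regions of NOD and B6. Against windows with any number of genes, also chosen after seeing it, the 4 counts exceeded 75.2% (NOD H3K4me3), 83.2% (B6 H3K4me3), 81.7% (NOD H3K27ac) and 87.6% (B6 H3K27ac) of windows. The position of the interval thus depended on the windows it was compared with, and an excess over gene-dense windows was not found.

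**Figure D3:**
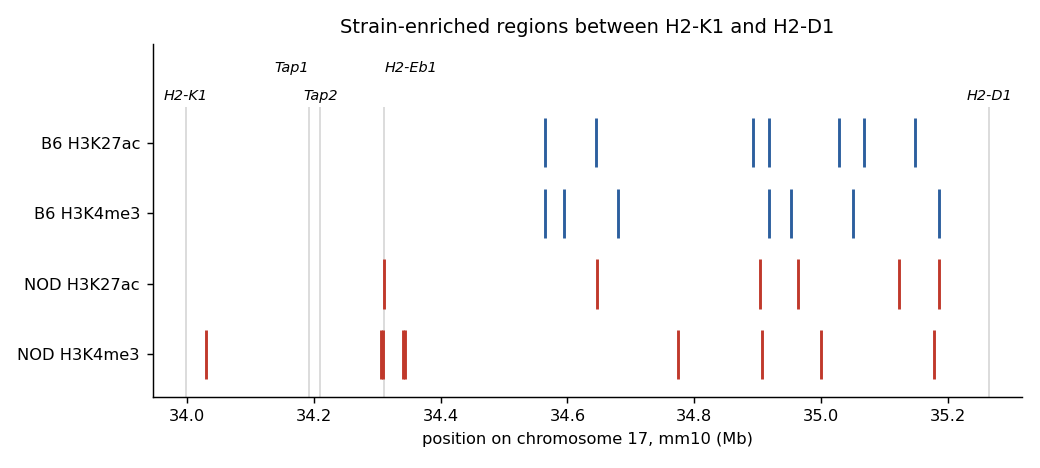
Positions of strain-enriched regions between H2-K1 and H2-D1 on chromosome 17 (mm10, Mb), 1 row per list, NOD in red and B6 in blue; grey lines mark 5 named genes. NOD-enriched regions of both marks coincide at H2-Eb1 and B6-enriched regions of both marks at Notch4 and Slc44a4. At Lst1, a B6-enriched H3K4me3 region coincides with a NOD-enriched H3K27ac region. The 4 rows hold 9, 6, 7 and 7 regions from bottom to top.

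Of the 17 genes named in the study, 9 had a NOD-enriched H3K4me3 region, 5 a NOD-enriched H3K27ac region, 1 a B6-enriched H3K4me3 region and 2 a B6-enriched H3K27ac region in the body or within 5 kb of the TSS. The 7 genes without a region in any list were Nanog, Tlr2, Pycard, Tap1, Tap2, H2-K1 and H2-D1. This does not show that these genes lacked the marks, as each list was called against the other strain.

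H2-Eb1 had both marks in NOD. An H3K4me3 region over its TSS (chromosome 17, 34305610 to 34306963) held 127 NOD tags and 6 B6 tags, a fold of 13.8 (6.15 to 38.2). A second, centred in a coding exon (34309027 to 34310673), held 336 and 36 tags, a fold of 6.07 (4.30 to 8.81). An intronic H3K27ac region (34309953 to 34311300) ranked 161 of 6126 with a score of 202.3 and was centred in an ERV1 repeat. At Rnf43, an H3K4me3 region over the TSS (chromosome 11, 87662849 to 87666058) held 415 NOD tags and 37 B6 tags, a fold of 7.29 (5.20 to 10.5). Its H3K27ac region was small, with a score of 10.9 and rank 3598. This region lay in an intron of Rnf43, and the deposited annotation assigned it to 1110028F11Rik. At Crygd, an H3K4me3 region over the TSS (chromosome 1, 65061815 to 65063880) held 251 NOD tags and 15 B6 tags, a fold of 10.9 (6.47 to 19.7).

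Zfp982 carried regions of both strains at different TSSs. A B6-enriched H3K4me3 region (chromosome 4, 147442879 to 147443379) covered the first TSS with 93 B6 tags and 34 NOD tags, a fold of 4.21 (2.81 to 6.43). A NOD-enriched region (147492302 to 147495165) covered a downstream TSS with 304 NOD tags and 19 B6 tags, a fold of 10.4 (6.55 to 17.5). Its 3 H3K27ac regions were all enriched in NOD, and the deposited annotation assigned them to Zfp985. The lower-scoring ones were centred in an ERV1 and an L1 repeat. The highest had a score of 80.4 and lay in an intron (147445185 to 147452941). Inside this region, the H3K4me3 regions went both ways. A B6-enriched one (147449220 to 147449720) held 62 B6 and 19 NOD tags, a fold of 5.02 (2.96 to 8.89). A NOD-enriched one (147452179 to 147452679) held 22 NOD and 3 B6 tags, a fold of 4.77 (1.43 to 24.9).

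Aim2 had no strain-enriched H3K4me3 region. The study described both marks as raised at Aim2 in B6, and an H3K4me3 rise below 4-fold would not be listed. Upstream of its TSS by 1.73 kb, a B6-enriched H3K27ac region (chromosome 1, 173418352 to 173419397) ranked 370 of 5525 with a score of 71.4. The pluripotency gene Pou5f1 had a NOD-enriched H3K4me3 region centred 1.70 kb upstream of the TSS (chromosome 17, 35503500 to 35505163). It held 110 NOD tags and none in B6, at least 23.8-fold higher with B6 set to the floor of 3 tags (exact lower 95% limit 19.1). This region ended before the TSS at 35506032, and no listed region covered that TSS. For the Pou5f1 promoter, the study described equal enrichment of both marks in the 2 strains. Sox2 had a NOD-enriched H3K4me3 region 1.13 kb upstream of the TSS, with 136 and 19 tags and a fold of 4.65 (2.87 to 7.97), and another 4.19 kb downstream, with 192 and 31 tags and a fold of 4.03 (2.75 to 6.09). Neither gene had a strain-enriched H3K27ac region within 5 kb of the TSS or in its body.

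The study named Pcmtd1, Fcgr3 and Igfbp2 among top NOD super enhancers. By score, the best region assigned to each gene in the list ranked 247 (Pcmtd1), 605 (Fcgr3) and 711 (Igfbp2) of 6126 NOD regions, with scores of 161.2, 81.6 and 69.6 against 1045.4 for the top region. All 3 were intergenic. The Pcmtd1 region (chromosome 1, 7012379 to 7021295) lay 72.1 kb upstream of the TSS and was 1 of 16 regions assigned to the gene. In the body of Pcmtd1, an intronic H3K27ac region (7125477 to 7125780) ranked close to it, at 302 with a score of 143.6, and 2 weaker regions had scores of 17.1 and 10.7. Of the 4 NOD-enriched H3K4me3 regions of Pcmtd1, the intronic one with the most tags (7127524 to 7130154) held 390 NOD tags and 15 B6 tags, a fold of 16.9 (10.1 to 30.5). The Fcgr3 region (chromosome 1, 171047103 to 171047336) lay 12.2 kb downstream of the TSS, past the gene end. In the body of Fcgr3 were 2 NOD-enriched H3K4me3 regions, with 28 NOD tags and none in B6 (171052380 to 171052880), at least 6.07-fold higher with B6 set to the floor of 3 tags (exact lower 95% limit 4.62), and with 23 and 3 tags (171057518 to 171058018), a fold of 4.98 (1.51 to 25.9). The Igfbp2 region (chromosome 1, 72792662 to 72792895) lay 31.7 kb upstream of the TSS. Its deposited slope value of 0.877 was below the super enhancer threshold of 1, whereas the values were 2.413 for Pcmtd1 and 1.095 for Fcgr3. These values do not strictly follow score rank, as 500 NOD regions reached 1 while Fcgr3 ranked 605. The ranks depended on region width. By score per base pair, an order chosen after seeing the data, the 3 intergenic regions ranked 5538 (Pcmtd1, 8916 bp wide), 13 (Fcgr3) and 21 (Igfbp2). The intronic Pcmtd1 region with a score of 143.6 was 303 bp wide. It held more score per base pair than the Fcgr3 region, which was 233 bp wide. The rank of 5538 thus holds for the wide intergenic region and not for Pcmtd1 as a gene. Within the first intron of Igfbp2, a region enriched in B6 was also found (72828179 to 72828441), with a score of 22.1 and rank 1526 of 5525. A NOD-enriched H3K27ac region lay in another intron of Igfbp2 (72843105 to 72850048), with a score of 7.84 and rank 4987 of 6126. A NOD-enriched H3K4me3 region 0.491 kb upstream of the Igfbp2 TSS (72823739 to 72824239) held 39 NOD tags and 3 B6 tags, a fold of 8.45 (2.69 to 42.8).

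**Figure D4:**
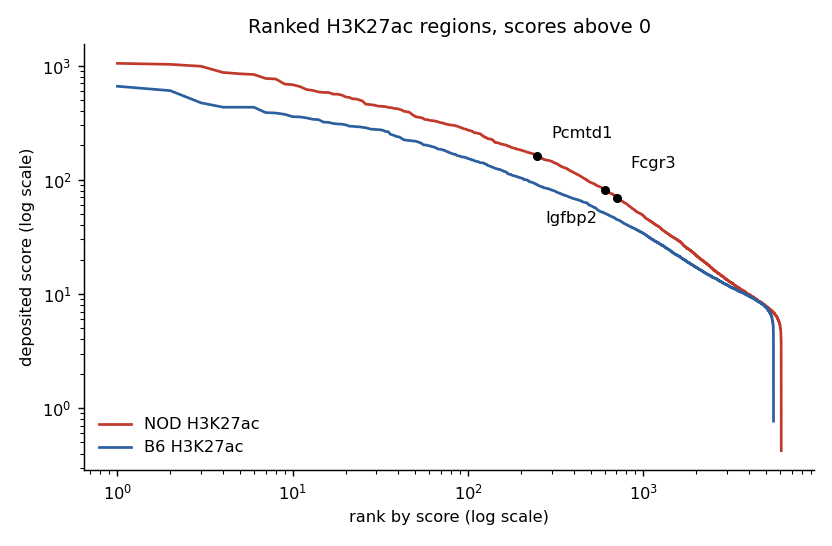
Deposited H3K27ac score against rank, both on log scales, for NOD-enriched (red) and B6-enriched (blue) regions with scores above 0; points mark the best NOD region assigned to Pcmtd1, Fcgr3 and Igfbp2. The points lie at ranks 247, 605 and 711.

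The highest-scoring regions differed in kind between lists. In the B6 H3K4me3 list, the first was mitochondrial (192 to 2547), with 1895 B6 tags and 185 NOD tags, followed by the promoters of Bzw1 (chromosome 1, 58392138 to 58393079; 503 and 77 tags) and Zfp729b (chromosome 13, 67609223 to 67610424; 207 and 63 tags). In the NOD H3K4me3 list, they were an intronic region of Zfp42 (chromosome 8, 43305612 to 43306112; 992 NOD and 161 B6 tags), a region 65.9 kb upstream of Gm14410 (chromosome 2, 177271925 to 177272807; 637 and 32 tags) and a region upstream of Creg2 (chromosome 1, 39655370 to 39657701; 1068 and 126 tags). The top H3K27ac regions were assigned in the files to Gm15698 (chromosome 11, 88967787 to 88968484), Dhrs7 (chromosome 12, 72663992 to 72688450) and Magi1 (chromosome 6, 93604983 to 93606723) in B6, with scores of 658.6, 603 and 471.3. In NOD, they were assigned to Gm14296 (chromosome 2, 177057555 to 177080385), Smarca5-ps (chromosome 4, 145431706 to 145447145) and Crxos (chromosome 7, 15881632 to 15905579), with scores of 1045.4, 1024.4 and 986. Assignment is to the nearest TSS, which was 307 kb away for Magi1 and 141 kb away for Gm14296. Some of these regions held much sequence that recurs on the same chromosome. The share of recurring 50 bp stretches was 67.6% for Gm14296, 65.2% for Gm14410, 26.2% for Magi1 and 23.7% for Smarca5-ps. It was at most 11.9% (Zfp729b) in the other nuclear regions named in this paragraph.

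Of 3919 genes with a NOD-enriched H3K4me3 region within 5 kb of a TSS, 1059 (27.02%, 25.7 to 28.4) also had a NOD-enriched H3K27ac region in the body or within 5 kb of the TSS, and 595 (15.2%, 14.1 to 16.3) had a B6-enriched one. For B6, 507 of 2125 genes (23.9%, 22.1 to 25.7) had a same-strain region and 294 (13.8%, 12.4 to 15.4) a NOD-enriched one. The genes with the most NOD tags among those with both marks in NOD were Ly6e (chromosome 15, 74955887 to 74959318), Gm14403 (chromosome 2, 177498093 to 177500593), Parp2 and Rpph1, which share a region (chromosome 14, 50800860 to 50805523), and Creg2. They held 1351, 1321, 1170 and 1068 tags in NOD and 68, 132, 40 and 126 in B6, with folds of 12.9 (10.1 to 16.7), 6.51 (5.44 to 7.84), 19.02 (13.9 to 26.8) and 5.51 (4.58 to 6.68). In B6 they were Bzw1, 2210409E12Rik and Elobl, which share a region (chromosome 11, 88967542 to 88970536), 5730507C01Rik (chromosome 12, 18514368 to 18515865) and Gm8909 (chromosome 17, 36167117 to 36168864). They held 503, 351, 294 and 288 tags in B6 and 77, 78, 46 and 32 in NOD, with folds of 10.05 (7.89 to 12.9), 6.92 (5.40 to 8.96), 9.83 (7.19 to 13.7) and 13.8 (9.59 to 20.6).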

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

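In this part, the overlap, width and mitochondrial tests were chosen after the results were seen; the test of repeated sequence on the X chromosome was written before its value was seen.

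The marks moved in opposite directions at some places: 107 NOD-enriched H3K4me3 regions overlapped a B6-enriched H3K27ac region, and 44 B6-enriched H3K4me3 regions overlapped a NOD-enriched one. With 1 library per strain and mark, this difference between the marks was not tested. The 44 regions made up 0.580% of their list, within the 0.251% to 0.725% reached by random shifts, so chance may account for them. The 107 regions made up 0.886%, above the highest shift of 0.629%. Random shifts do not keep regions near genes, so shared open chromatin stays open as a technical reason, as does a strain difference; neither was tested.

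The H3K27ac lists contained regions whose score was below 0, that is, with more signal in the other strain: 8 in the B6 list, the lowest at -819.014, and 18 in the NOD list, the lowest at -41.263 (Nop2, chromosome 6, 125131221 to 125142763). All were wide. The narrowest measured 6186 bp in B6 and 2242 bp in NOD, against list medians of 262 and 293 bp. This is consistent with neighbouring peaks being joined before the score was taken, so that a joined region may include stretches that go the other way. Only 2 of the 8 B6 regions and 5 of the 18 NOD regions overlapped a region of the other strain's list, however, so such stretches were not seen for most of them and the cause stays open. No biological explanation was tested.

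The region at -819.014 (chromosome X, 169994074 to 170005032, assigned to G530011O06Rik) overlaps a region of the NOD list with a score of 847, and lies near the end of a chromosome of 171031299 bp. Of its 50-mers, 43.4% recur on the chromosome, above the 95th percentile (22.1%) of 499 B6 regions of 5 kb or more. Reads shared between copies, or a different number of copies in the strains, may contribute to its score. A strain difference in the mark itself stays open.

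The mitochondrial genome carries no histones and lies outside the main measurement, yet 3 B6-enriched H3K4me3 regions and 0 NOD-enriched regions mapped to it. They covered mt-Rnr1 and mt-Rnr2 (192 to 2547), parts of ND1, ND2 and COX1 (3589 to 6437) and ND5 (11665 to 12300). Their folds were 15.8 (13.5 to 18.4), 5.38 (4.198 to 6.968) and 4.19 (2.54 to 7.18). An even excess of mitochondrial DNA in the B6 library would give equal folds, and the lowest fold of 4.19 lies outside the interval of the highest, so an even excess is not the whole cause. An uneven source, such as a strain variant against the reference, could still apply and was not tested.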

How the results depend on the processing

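The alternatives without chromosomes 6 and 8, with scores above 0, with 50 or more tags for overlap, chromosomes and CpG, with super enhancers for chromosomes, with 8-fold in H3K4me3 only, with GENCODE, and with score per base pair or merged ranks were chosen after seeing the data.

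Of 82 alternative values, 32 stayed within the 95% interval of the main value, or within 1.5 times for counts and ranks, and 50 moved; none reversed a ratio across 1 or a NOD share across 50%. This tally does not measure robustness, as some outcomes were fixed in advance. At equal list lengths the B6 lists were unchanged, and a longer H2 interval cannot hold fewer regions. The cause of the shifts was not tested. No paired analysis was possible because each strain and mark had 1 library. The 8-fold, 50-tag and no-tag alternatives for H3K27ac, the 8-fold overlap in both marks and the ranks by fold or total tags were not run, since the H3K27ac lists hold no folds or tags.

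The H3K4me3 ratio of 1.59 became 1.80 by covered length, 1.42 after merging of neighbouring regions, 1.45 at 8-fold, 1.67 without regions lacking tags in the other strain, 3.23 at 50 or more tags and 1.71 without chromosomes 6 and 8. The H3K27ac ratio of 1.11 became 1.15 by covered length and 1.28 for super enhancers. The size of the NOD excess in H3K4me3 thus depended on the choice of regions, while its direction did not.

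The same-strain overlap became 4.84% in NOD and 3.09% in B6 with 50% of the shorter region, 13.7% and 8.18% within 5 kb, and 18.2% and 21.7% at 50 or more tags; with equal list lengths it was 7.83% in NOD. The order of the strains changed at 50 or more tags. Under every overlap alternative run, the same-strain share exceeded the opposite-strain share.

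The share at a TSS rose with a 5 kb window to 29.7% (NOD H3K4me3), 23.6% (B6 H3K4me3), 27.5% (NOD H3K27ac) and 19.9% (B6 H3K27ac), and with GENCODE M21 TSSs to 12.4%, 13.1%, 18.2% and 11.5%. At 8-fold it fell to 5.58% in NOD and 6.64% in B6 H3K4me3.

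In the H2 interval, extension by 1 Mb on each side gave 29 and 25 H3K4me3 regions and 16 and 23 H3K27ac regions of NOD and B6. At 8-fold, 4 NOD and 1 B6 H3K4me3 regions were left. With 20 kb around the TSS, 3 named genes had a B6 H3K4me3 region and 8 a NOD H3K27ac region.

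The NOD share of H3K4me3 regions on chromosome 6 was 30.1% at 8-fold and 40.8% at 50 or more tags. On chromosome 8, it was 64.9% after merging and 87.3% at 50 or more tags, and on the X chromosome 86.8% at 50 or more tags. In the whole lists, the NOD share was also higher at 50 or more tags. There were 1437 NOD and 445 B6 regions, against 12077 and 7587 for all regions. The rise to 40.8% on chromosome 6 thus does not show a smaller deficit, and the rises on chromosomes 8 and X are not specific to them. For super enhancers, the H3K27ac share was 14.5% on chromosome 6, 73.3% on chromosome 8 and 87.5% on the X chromosome. By score per base pair, the regions best by score ranked 5538 (Pcmtd1), 13 (Fcgr3) and 21 (Igfbp2). A narrow intronic Pcmtd1 region held more score per base pair than the Fcgr3 region, so 5538 does not hold for Pcmtd1 as a gene.

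The median CpG ratio became 0.586 in NOD and 0.549 in B6 with a window from 1000 bp upstream to 200 bp downstream, 0.530 and 0.534 at 8-fold, and 0.705 and 0.649 at 50 or more tags. Only the 8-fold values lay below the median of all promoters for their window.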

Other observations

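In this part, the tests of tags matched between regions and of H3K27ac shares were chosen after the planned tests on tags per region had been seen; the other tests were written before their values were seen.

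B6-enriched H3K4me3 regions were in excess on chromosome 6. A few divergent clusters are argued against, since all 14 bins of 10 Mb lay above the median bin of the other autosomes. An extra copy of chromosome 6 in the B6 cells, which cultured ES cells can acquire, remains a hypothesis on which the tests disagree. The planned prediction was not met: an extra copy should raise B6 tags in NOD-enriched regions, but there were 3 B6 tags per such region on chromosome 6, the lowest of the 19 autosomes (3.23 to 4.87 on the others). These regions also held the fewest NOD tags (39.8 per region, 43.4 to 59.1 on the others), so the low value alone does not argue against an extra copy. A further test was then made on 500 bp regions with the lowest score, relative to regions with as many NOD tags. It gave the predicted direction, with 1.26 times the expected B6 tags on chromosome 6 against 0.766 to 1.16 on the other autosomes. The NOD share of H3K27ac regions was also lowest there, at 35.1% (44.6% to 63.6% on the other autosomes), but this share had been seen before. The 4-fold filter limits the tags that both tag tests count, and genomic DNA was not analysed here, so an extra copy and a regulatory difference of the strains cannot be told apart.

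NOD-enriched H3K4me3 regions were in excess on chromosome 8, again in all 12 bins of 10 Mb, against a few divergent clusters. For an extra copy of chromosome 8 in the NOD cells, the planned test gave 3.45 NOD tags per B6-enriched region, within the range of the other autosomes (3.26 to 5.45). The test chosen afterwards gave 1.22 times the expected NOD tags, below 1.25 on chromosome 10, so its prediction of the highest value was not met. The NOD share of H3K27ac regions was the highest of the autosomes, at 63.6%, but NOD-enriched H3K27ac regions were above the median bin in only 8 of the 12 bins. B6-enriched H3K4me3 regions were dense on the same chromosome. For an extra copy of chromosome 8 in the B6 cells, B6 tags per NOD-enriched region were 3.23 (3 to 4.87 on the other autosomes) and 1.04 times the expected number (0.766 to 1.26). Neither stood out, so the predicted rise was not seen. B6-enriched H3K27ac regions, a value seen before, were at 1.91 per Mb against a median of 2.17 on the 17 autosomes. NOD-enriched regions on chromosome 8 also held few NOD tags, at 43.4 per region, and only chromosome 6 was lower. The low value of 3.23 alone therefore does not argue against an extra copy. The 4-fold filter also limits the tags that both tag tests count, so an extra copy in the B6 cells stays open. An extra copy in the NOD cells cannot be told apart from other explanations with the filtered lists.

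Most H3K4me3 regions were short with few tags, which may reflect fluctuation of background tags between the 2 libraries. Of 500 bp regions with the lowest score, 1.87% in NOD (highest of random shifts 0.889%) and 1.23% in B6 (0.877%) overlapped a same-strain H3K27ac region. Fluctuation as the whole cause is argued against, but the excess over the shift means of 0.484% and 0.443% is small, so it stays open for most of these regions.

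The highest-scoring regions included stretches of repeated sequence, where reads shared between copies or differing in copy number could raise the score. The 100 highest-scoring regions minus regions of like width differed in their mean share of recurring 50-mers by 3.99 percentage points (bootstrap 95% interval 0.762 to 7.38) for NOD H3K4me3 and 5.24 (2.63 to 8.31) for B6 H3K27ac, in the predicted direction. For NOD H3K4me3, the median share was 0% in the highest-scoring regions and in the whole list, so a minority of regions carried the difference. For B6 H3K27ac, these medians were 2.59% and 0%. For B6 H3K4me3 (0.0936, -3.32 to 3.58) and NOD H3K27ac (1.28, -2.09 to 4.88), no difference was detectable. Only copies on the same chromosome were counted. A strain difference of the marks in such regions stays open.

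H3K27ac regions were centred in ERVK or L1 repeats in 11.7% (10.84 to 12.53) of the B6 list and 16.1% (15.2 to 17.04) of the NOD list. Sequence present in the reference strain and absent from NOD would raise the B6 share, so it is argued against as the cause of this difference. Reads of NOD copies absent from the reference could pile up on related reference copies and stay open, as does a strain difference in the activity of these repeats; neither was tested.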
